A study of Danio rerio with 2 samples. Its data were reported in "Molecular analyses of zebrafish V0v spinal interneurons and identification of transcriptional regulators downstream of Evx1 and Evx2 in these cells" (2023).

How the data were processed

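The series holds 2 droplet single-cell RNA-seq libraries (10x Genomics, 3′ chemistry) of EGFP-positive trunk cells that were FAC-sorted from 48 h zebrafish embryos and fixed in methanol. Embryos came from an incross of fish heterozygous for *evx1 i232* and *evx2 sa140* with *Tg(evx1:EGFP) SU2*, a transgene that marks V0v interneurons. Apart from their titles (OtherGFP and AllGFP) the libraries carry the same labels, so they were taken as replicates 1 and 2 of a single group. What the titles mean is not explained, and a difference in the sort between the libraries is not ruled out. Cells of all genotypes were pooled before the sort, and the labels give no genotype for any cell.

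The values deposited by the authors are counts of unique molecular identifiers (UMIs) per gene and cell, made with Cell Ranger from reads mapped to the Lawson Lab zebrafish transcriptome annotation. The values were checked to be whole numbers without normalization, and the smallest total of a cell was 500 UMIs. The tables start after cell calling, so reads and empty droplets could not be examined. The gene list has no entry for EGFP. Gene positions were not used, because the tables name genes by symbol and identifier alone. The authors prepared other libraries that they left out because of notochord cells, and these are not part of the series.

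The marker lists, the gene lists, the tests, the rule for the genes to be named and the alternatives were fixed before the data were examined. The thresholds that turn markers into cluster names were not. They were set after the marker values of the clusters had been seen. Older symbols in the tables were matched by gene identifier, so that *skor2* is zgc:153395 and *neff1* is zgc:65851. Likewise *pou2f2a* is LOC100537384, *pou2f2b* is the gene listed as pou2f2a, *zfhx3b* is zfhx3 and *isl1a* is isl1.

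Cells were kept within the limits that the study used, which were at most 12000 UMIs, 500 to 2500 detected genes and at most 6% mitochondrial UMIs. Multiplets were removed only through the upper limits. Scrublet (in scanpy 1.11.5), tried without the upper limits, called 0 of 3711 cells in library 1 and 3 of 5301 cells (0.0566%) in library 2. It therefore did not work on these libraries, and that alternative differs from the main setting only in lacking the upper limits. Counts were scaled to CPM, log-transformed, and reduced to 30 principal components of 2000 highly variable genes, which were ranked within the libraries among genes found in at least 10 cells. Leiden clusters (igraph 0.11.9, 15 neighbours, resolution 1.0, seed 1) were computed without merging or correcting the libraries. All cells were clustered first, and the neuron-like cells were then clustered again. The second clustering left out 81 listed genes, which are every gene of the lists below and every naming marker.

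In the first clustering, a cluster was neuron-like when at least 4 of 6 neuron markers (*elavl3*, *elavl4*, *snap25a*, *gng3*, *sncb*, *stmn2a*) reached 100 counts per 1000000 UMIs (CPM). A cluster took another type when at least 3 of its markers reached 100 CPM and 3 times the median cluster. In the second clustering, a WT-like cluster had at least 3 of 4 WT-like markers (*evx1*, *evx2*, *slc17a6a*, *slc17a6b*) above the median of the clusters, with *evx2* above its median and *slc17a6a* above *slc6a5*. A mutant-like cluster had at least 3 of 5 inhibitory markers (*slc6a5*, *slc6a1b*, *gad1b*, *slc32a1*, *gad2*) above the median, with *evx2* below its median and *slc6a5* or *slc6a1b* above *slc17a6a*. Group 1 required at least 3 of the subset 1 markers *anos1a*, *chrna2b*, *fndc4b*, *plpp4*, *cnih3* and *drd2b* at 10 CPM. Group 2 required 3 of 3 subset 2 markers (*esrrb*, *scxa*, *svild*) at that level. The mutant-like cluster with the markers of both subsets and the lowest sum of *evx1*, *evx2* and *slc17a6a* was cluster 11. It is the counterpart of the study's most affected group but was left without a name, because its 10 leading genes held markers of other neuron types and none of its own. Neuron-like clusters that met no rule stayed unnamed and held 42.7% of the neuron-like cells of library 1 and 30.0% of those of library 2. WT-like and mutant-like are names by markers and state no genotype.

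UMIs were summed per library and class, with at least 20 cells per sum, because cells of 1 library are not independent replicates. The 10 sums (5 classes in 2 libraries) held between 272691 and 4589460 UMIs. Genes were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, two-sided, TMM normalization, filterByExpr, class and library as terms). P-values were adjusted by the Benjamini-Hochberg method over the 8917 genes tested, with a threshold of 0.05. Clustering features and naming markers were not tested. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of the F statistic. Changes within each library were computed from CPM after adding 1 CPM. Where a gene had few UMIs in a class, the ratio is given with an exact 95% interval for the ratio of 2 counts. The counts of both libraries are pooled for it, and the interval covers counting error only. Where a class had no UMI, the fold is a lower bound against 3 counts.

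There were 7 comparisons, namely mutant-like groups 1 and 2 against WT-like groups 1 and 2, mutant-like against WT-like within subset 1 and within subset 2, cluster 11 against WT-like groups 1 and 2, WT-like group 1 against WT-like group 2, mutant-like group 1 against mutant-like group 2, and the interaction of subset and mutant-like state. Genes named were the 10 candidates that the study took from other data, the genes that it named from these libraries (17 lower, 8 higher, 18 of other fates), the naming markers as descriptions, and the 3 highest and 3 lowest genes of the comparison of mutant-like with WT-like groups 1 and 2 and of the comparison of WT-like groups. The last set was limited to genes past the threshold with the same sign in both libraries and over 50 CPM in the higher class. A further gene that these rules take in is not reported here, and a test of an explanation that needed it was left out. Other genes named in the text were chosen after their values were seen, and are marked so. The lists that the study chose on these same libraries are not independent evidence. Within pairs of like genes (*skor1a* and *skor1b*, *nefma* and *nefmb*, *uncx* and *uncx4.1*, *hmx2* and *hmx3a*, *pou2f2a* and *pou2f2b*) shared reads could not be examined.

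Shares of cells with a UMI of a gene were computed after thinning each cell at random to 2000 UMIs, and cells with fewer were left out. Fibroblast-like cells gave the background share. Intervals for shares are exact (Clopper-Pearson) 95% binomial intervals, made with scipy 1.17.1, and they and the limits for counts of 0 cover counting error only. A heat-shock list (10 genes), an early-neuron list and a late-neuron list (12 genes each) were written for the tests in the closing section.

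The alternatives for the tests were DESeq2's size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, no block for the library, and a fit of the compared classes alone. Those for the clusters were all highly variable genes, 1000 highly variable genes, resolutions of 0.6 and 1.4, genes centred within each library, no upper limits, 10% mitochondrial UMIs, and count splitting, in which a random part of each cell's UMIs (share 0.5) made the clusters and the rest made the sums. Clusters of an alternative took the class that most of their cells held in the main clustering. This was chosen after the alternatives had been seen, since the marker rule applied afresh found no cell of cluster 11 under 4 of the alternatives and none of the cells of mutant-like group 2 without upper limits. It ties the classes of an alternative to the main ones. Each library was also left out in turn, which gives values without a test. Shares were recomputed after thinning to 1000 UMIs and without thinning.

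The fit was tested on simulated data made from the mean of each gene over all sums and 1 common spread (dispersion 0.00907). In these data 200 genes of at least 20 CPM were changed by a log2 of 1 to 3. Over the 7 comparisons it recovered from 181 of them (90.5%, the interaction) to 200 (the first comparison and that of the WT-like groups), with 4 to 11 false calls. The simulated data held no difference between the libraries beyond depth and no spread that varies by gene. These numbers therefore do not describe the fit where libraries or clusters differ as they do here. Counts, clusters and shares were handled with Python 3.11.15, anndata 0.12.19, numpy 2.4.6 and pandas 2.3.3, and plots with matplotlib 3.10.9.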

Results

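Expression was measured in single EGFP-positive trunk cells of 48 h zebrafish embryos from an incross of *evx1;evx2* heterozygotes, in 2 libraries that are replicates of a single group. Library 1 held 18908819 UMIs in 4373 cells, with a median of 3640 UMIs and 1460 genes per cell. Library 2 held 34071583 UMIs in 6223 cells, with a median of 4431 UMIs and 1718 genes per cell. Of the cells of library 1, 158 exceeded the upper limits, 281 had too few genes and 496 exceeded the mitochondrial limit, and 3571 were kept. In library 2 these numbers were 791, 539 and 564, and 4556 cells were kept. The kept cells had a median of 3669 UMIs in library 1 and 4333.5 UMIs in library 2.

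The libraries differed in the cells they held. Their sample titles differ as well (OtherGFP for library 1 and AllGFP for library 2), and the labels do not explain these terms. Neuron-like cells made up 3217 of the kept cells of library 1 (90.1%, exact 95% CI 89.1 to 91.0) and 3003 of those of library 2 (65.9%, CI 64.5 to 67.3). Fibroblast-like cells made up 1.46% (CI 1.09 to 1.91) and 12.1% (CI 11.2 to 13.1), and progenitor-like cells 4.65% and 5.07%. Notochord-like cells numbered 2 and 10. Clusters that met no naming rule held 3.75% and 16.7% of the kept cells. Without the upper limits, 98.2% and 93.2% of the cells were neuron-like, and the cells that then met the rule for neurons included 48 of the 52 and 545 of the 551 fibroblast-like, 163 of the 166 and 219 of the 231 progenitor-like, and 97 of the 134 and 547 of the 761 unnamed cells. With 10% mitochondrial UMIs the shares were 90.01% and 65.2%.

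The libraries also differed in heat-shock genes, a comparison chosen after the values were seen. In neuron-like cells *hsp70l* stood at 6154 counts per 1000000 UMIs (CPM) in library 1 and 45.5 CPM in library 2, a log2 difference of 6.93. After thinning to 2000 UMIs, 2778 of 2983 neuron-like cells of library 1 (93.1%) and 189 of 2899 of library 2 (6.52%) held a *hsp70l* UMI. In the main setting every fitted comparison below had the library as a term of the model, which was fixed before this difference was seen. Ratios of few UMIs, with their intervals, pool the libraries, as does Fisher's exact test in the closing section.

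**Figure D1:**
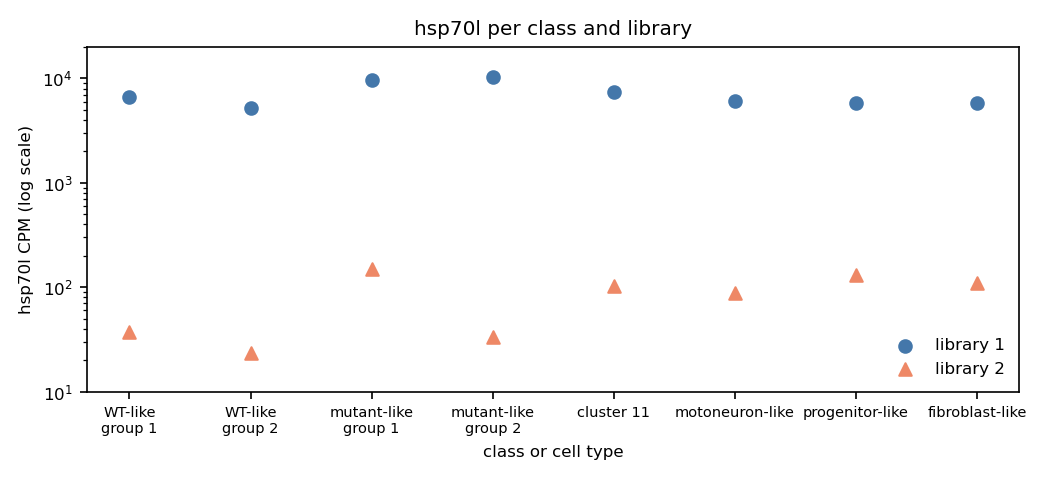
Level of *hsp70l* in CPM (logarithmic axis) for each class or type of cell, with 1 point per library. In fibroblast-like cells the level was 5851 CPM in library 1 and 110.0 CPM in library 2, and each other class with a pair of points showed the same direction.

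Among the neuron-like cells, 20 clusters were found, and 9 of them met the rules for WT-like or mutant-like groups 1 and 2. WT-like group 1 held 658 cells of library 1 (20.5% of its neuron-like cells) and 277 of library 2 (9.22%), and WT-like group 2 held 483 (15.01%) and 944 (31.4%). Mutant-like group 1 held 186 (5.78%) and 172 (5.73%), and mutant-like group 2 held 395 (12.3%) and 402 (13.4%). Cluster 11 held 83 (2.58%, exact 95% CI 2.06 to 3.19) and 220 (7.33%, CI 6.42 to 8.32). Motoneuron-like cells numbered 37 (1.15%) and 86 (2.86%). Neuron-like cells without a name numbered 1375 (42.7%) and 902 (30.0%). The alternative that moved the mean share of mutant-like group 1 most was all highly variable genes as features, which gave 7.40% in place of 5.76%. Other classes moved more. With genes centred within each library, cluster 11 held 1.71% and 4.53%. WT-like group 2 of library 1 ran from 9.09% with 10% mitochondrial UMIs to 27.6% with count splitting.

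Several clusters came almost wholly from 1 library. Of mutant-like group 2, cluster 3 had 97.4% of its cells from library 1 and cluster 12 had 5.54%. Of WT-like group 2, cluster 9 had 98.9% from library 1, and clusters 4, 5 and 14 had 8.03%, 3.56% and 4.46%. The clusters of WT-like group 1 (51.6% and 85.5%), mutant-like group 1 (52.0%) and cluster 11 (27.4%) were shared between the libraries. The group 2 classes of the libraries thus rest on different clusters that met the same marker rule.

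**Figure D2:**
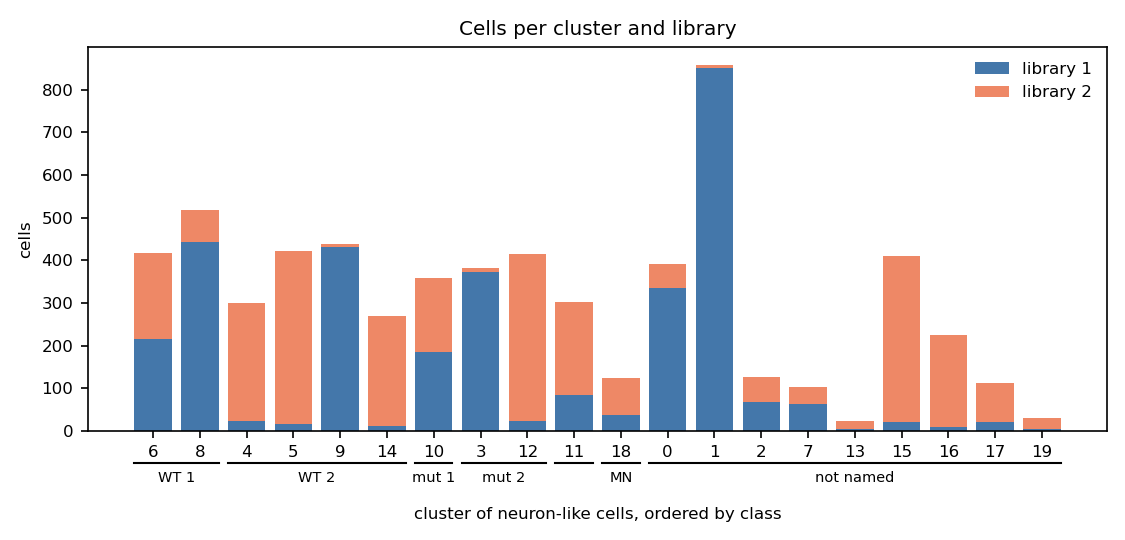
Number of cells (vertical axis) in each of the 20 clusters of neuron-like cells (horizontal axis), stacked by library, with the class of each cluster. Cluster 1 had 851 cells from library 1 and 6 from library 2 and stayed unnamed.

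The mutated genes themselves were compared first, as descriptions of the classes, because both are naming markers. Shares refer to cells thinned to 2000 UMIs. Thinning left out 19 and 6 cells (library 1 and library 2) of WT-like group 1, 12 and 7 of WT-like group 2, 1 and 0 of mutant-like group 1, 39 and 11 of mutant-like group 2, and 11 and 11 of cluster 11. An *evx2* UMI was found in 41.7% ± 6.76 (SD, n = 2 libraries) of the cells of WT-like group 1, 41.4% ± 12.05 of WT-like group 2, 5.03% ± 0.533 of mutant-like group 1 and 14.1% ± 7.97 of mutant-like group 2. In cluster 11 it was found in 0 of 72 and 0 of 209 cells, which allows at most 4.99% and 1.75% (upper ends of the exact 95% CI). An *evx1* UMI was found in 25.1% ± 0.520, 25.5% ± 11.5, 18.5% ± 0.633 and 16.96% ± 1.34 of those 4 groups, and in 5.84% ± 3.52 of cluster 11. Fibroblast-like cells, which gave the background, held *evx2* in 2.47% and *evx1* in 2.19% of cells, as means of the libraries. In libraries 1 and 2 the background was 4.00% and 0.933% for *evx2* and 4.00% and 0.373% for *evx1*. The *evx2* share of mutant-like group 1 in library 1, 5.41%, was near the background there. The median depth of fibroblast-like cells was 5042.5 and 5350.0 UMIs, against medians from 3089.0 to 4878.5 UMIs in the 5 classes, and thinning left out 2 and 15 of them. Unthinned, *evx2* shares were 59.5%, 66.9%, 10.3%, 22.9% and 1.06% in the order WT-like group 1 and 2, mutant-like group 1 and 2, cluster 11, and *evx1* shares were 40.1%, 45.1%, 28.5%, 26.1% and 8.001%. Thinning to 1000 UMIs, the alternative that lowered shares, gave *evx2* shares of 20.8%, 27.7%, 3.07%, 8.97% and 0%.

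Transmitter genes, also naming markers, separated the classes. A *slc17a6a* UMI was found in 42.1% ± 5.73 (SD, n = 2) and 31.6% ± 2.30 of the cells of WT-like groups 1 and 2, in 9.02% ± 2.05 and 7.31% ± 1.60 of mutant-like groups 1 and 2, and in 1.39% ± 1.96 of cluster 11 (fibroblast-like cells 1.09%). A *slc6a5* UMI was found in 1.12% ± 1.07, 8.99% ± 1.70, 20.3% ± 5.01, 55.2% ± 19.2 and 87.3% ± 0.296 in the same order, against 1.56% of fibroblast-like cells. For *slc6a1b* the shares were 0.604% ± 0.190, 1.01% ± 1.43, 74.4% ± 4.88, 5.22% ± 4.13 and 20.7% ± 2.18, against 1.19%. Unthinned, the shares in this order were 59.7%, 53.4%, 14.9%, 11.7% and 2.11% for *slc17a6a*, 2.09%, 15.1%, 30.1%, 62.4% and 90.7% for *slc6a5*, and 1.21%, 1.75%, 85.3%, 7.81% and 25% for *slc6a1b*. A *slc32a1* UMI was found in 44.7% ± 1.15 and 30.4% ± 5.00 of WT-like groups 1 and 2, against 2.37% of fibroblast-like cells. Unthinned, *slc32a1* was found in 55.1% and 41.7% of those groups.

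The first comparison asked which genes change in V0v cells that have taken a mutant-like state. Mutant-like groups 1 and 2 were set against WT-like groups 1 and 2. Of 8917 genes tested, 1138 passed an adjusted p of 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), 529 higher and 609 lower in the mutant-like groups. The classes were drawn from the expression of the same cells, so this count describes the classes and is not an effect of genotype. Across the alternatives the count ran from 600 with the DESeq2 Wald test, of which 599 were among the 1138, to 1871 with genes centred within each library, of which 1091 were.

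Of the 10 candidate genes, 9 passed the threshold, 3 higher and 6 lower, and 9 also did when adjusted over the list alone. Across the alternatives this number ran from 6, with 10% mitochondrial UMIs, to 9. The largest changes among the candidates were in *skor2* (zgc:153395, LL0000038729), with a log2 fold change of −4.71 ± 0.25 (SE, n = 2 libraries) and an adjusted p of 1.37e-13, and in *neff1* (zgc:65851, LL0000039194), with −3.45 ± 0.17 and 1.54e-14. Within libraries 1 and 2 *skor2* changed by −4.03 and −6.00 and *neff1* by −2.98 and −3.87. Mutant-like group 1 of library 2 held no *skor2* UMI, so the size of −6.00 depends on the 1 CPM added. The mean level of *skor2* was 32.9 CPM in the mutant-like and 858 CPM in the WT-like groups, and that of *neff1* was 23.8 and 272 CPM. *ebf3a* (LL0000039792) fell by 2.05 ± 0.19 on the log2 scale (adjusted p 9.38e-09) and *inab* (LL0000012741) fell by 0.66 ± 0.10 (adjusted p 4.32e-05). *nefma* (LL0000020178) was higher by 2.37 ± 0.18 (adjusted p 1.55e-10) and *uncx* (LL0000031635) by 1.18 ± 0.11 (adjusted p 6.74e-09), each in both libraries.

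The remaining candidates rested on fewer counts or on the setting. *nefmb* (LL0000020179) had a log2 fold change of 1.23 ± 0.32 (adjusted p 0.0106). It passed in 9 of 13 alternatives and stood at −0.16 under count splitting. *skor1a* (LL0000028459) had 5 UMIs in the mutant-like and 82 in the WT-like groups, a level 6.71 times lower (95% CI 2.76 to 21.2), with an adjusted p of 0.00154. *skor1b* (LL0000028460) had 1 UMI against 74, a level 30.3 times lower (CI 5.27 to 1213). The fit gave it a log2 fold change of −4.13 ± 1.32 (adjusted p 0.0384), and it passed in 8 of 13 alternatives. *uncx4.1* (LL0000031636) had a log2 fold change of −0.04 ± 0.34 and an adjusted p of 0.968.

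**Figure D3:**
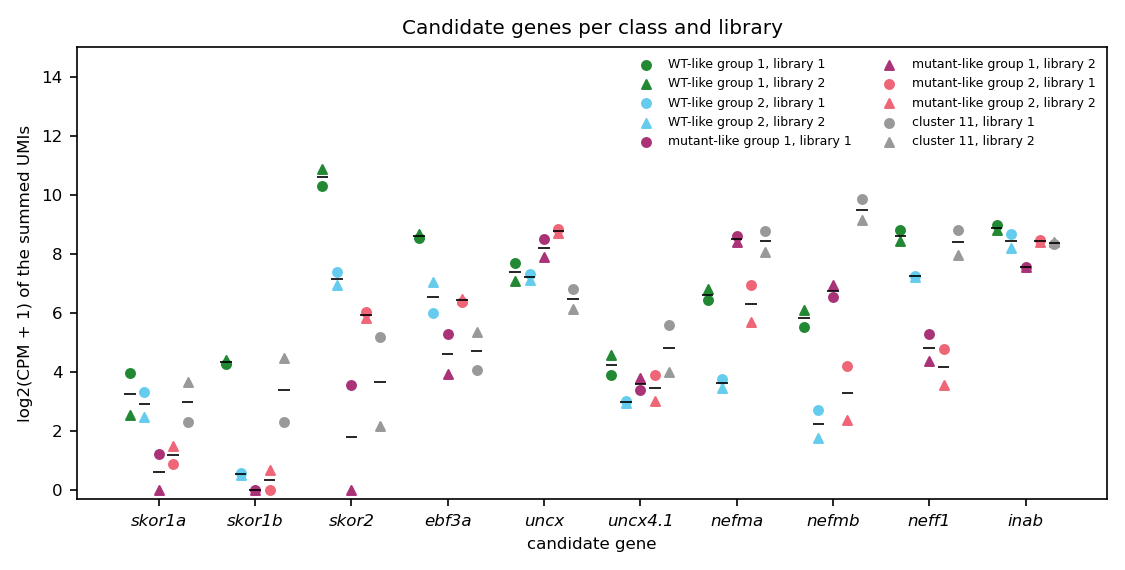
Level of the 10 candidate genes as log2(CPM + 1) in each class, with a circle for library 1, a triangle for library 2 and a bar for their mean. *skor2* had a mean of 1572 CPM in WT-like group 1, 144 CPM in WT-like group 2, 5.46 CPM in mutant-like group 1 and 60.4 CPM in mutant-like group 2.

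Shares of cells gave the same order for *skor2* and *uncx*. Of the cells thinned to 2000 UMIs, 80.1% ± 11.9 (SD, n = 2) of WT-like group 1, 15.5% ± 3.55 of WT-like group 2, 0.811% ± 1.15 of mutant-like group 1 and 4.43% ± 0.483 of mutant-like group 2 held a *skor2* UMI. The share in fibroblast-like cells was 2.28%, so that of mutant-like group 1 was at the background. Unthinned, the *skor2* shares were 87.6%, 24.0%, 0.806% and 6.66%. A *uncx* UMI was found in 25.2% ± 2.71, 21.8% ± 1.95, 38.6% ± 12.7 and 45.7% ± 0.565 of these groups, against 2.37% of fibroblast-like cells, and in 40.6%, 36.9%, 59.1% and 61.7% unthinned. Mutant-like group 1 had a *uncx* share of 47.6% in library 1 and 29.7% in library 2. Fibroblast-like cells held *ebf3a* in 35.6% of cells, so no background share could be given for that gene.

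Within subset 1, mutant-like group 1 was compared with WT-like group 1, and within subset 2, mutant-like group 2 with WT-like group 2. The number of genes past the threshold was 772 in subset 1 (376 higher, 396 lower) and 1753 in subset 2 (732 higher, 1021 lower). Of the candidates, 9 passed in subset 1 (3 higher, 6 lower, and 9 adjusted over the list alone) and 5 in subset 2 (2 higher, 3 lower, and 6 adjusted over the list alone). In subset 1 *skor2* had 8 UMIs in the mutant-like and 5480 in the WT-like group, and *skor1b* had 0 and 71, at least 9.14-fold lower. *ebf3a* changed by −3.89 ± 0.29 in subset 1 (adjusted p 1.59e-10) and by −0.21 ± 0.23 in subset 2 (adjusted p 0.563). *inab* changed by −1.32 ± 0.15 in subset 1 (adjusted p 6.80e-07), while its adjusted p in subset 2 was 0.992. *uncx* was higher by 0.80 ± 0.16 in subset 1 and by 1.57 ± 0.15 in subset 2. *nefma* and *neff1* passed in both subsets and in the same direction. Without library 2, *ebf3a* in subset 2 stood at 0.36.

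The interaction of subset and mutant-like state tested whether the changes differed between the subsets. It passed for 1001 genes, 564 positive and 437 negative. The count dropped to 121 with 10% mitochondrial UMIs, 52 positive and 69 negative. With 1000 highly variable genes, 305 were positive and 346 negative, so the more frequent sign depends on the setting. Of the candidates, 4 passed, each negative, and 5 did when adjusted over the list alone. *skor2* had an interaction of −6.94 ± 0.56 (adjusted p 1.14e-08), with −5.38 in library 1 and −9.77 in library 2. The size of the library 2 value depends on the 1 CPM added, because mutant-like group 1 held no *skor2* UMI there. That of *ebf3a* was −3.68 ± 0.38 (adjusted p 7.07e-07), that of *inab* −1.32 ± 0.21 (adjusted p 0.000121) and that of *uncx* −0.76 ± 0.21 (adjusted p 0.0184). The interaction of *uncx* passed in 9 of 13 alternatives, and its adjusted p ranged from 7.84e-07 to 0.212.

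The groups within each state were compared to ask how the subsets differ. Between WT-like groups 1 and 2, 2440 genes passed the threshold, 1176 higher and 1264 lower in group 1. Of the candidates, 8 passed, each higher in group 1, and 8 did when adjusted over the list alone. *skor2* was higher by a log2 of 3.47 ± 0.23 (SE, n = 2, adjusted p 5.96e-11) and *nefmb* by 3.91 ± 0.39 (adjusted p 8.80e-08), both among the highest under the naming rule. The lowest 3 were *chchd10* (−2.28 ± 0.23), *c1qbp* (−2.07 ± 0.26) and *otpb* (−2.05 ± 0.49). *uncx4.1* was higher by 1.28 ± 0.38 (adjusted p 0.0137) and passed in 9 of 13 alternatives, while with 10% mitochondrial UMIs it stood at −0.01. Between mutant-like groups 1 and 2, 1494 genes passed, 835 higher and 659 lower in group 1. Of the candidates 6 passed, and 6 when adjusted over the list alone. *nefma* and *nefmb* were higher in group 1 (2.15 ± 0.22 and 3.47 ± 0.38), and *skor2*, *ebf3a*, *uncx* and *inab* were lower.

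The study named further genes from these same libraries, so their results are not independent evidence. All 17 lower genes reported here were lower in mutant-like groups 1 and 2 and passed the threshold, over all genes and adjusted over the list alone, with log2 fold changes from −4.12 for *nr5a2* to −0.69 for *scrt1a*. Within each library all 17 had the same sign, and *luzp1* and *pou2f2b* were the members that failed the threshold in 1 of 13 alternatives. Of its 8 higher genes, 7 passed and were higher, and 8 passed when adjusted over the list alone. *hmx3a* (LL0000012193) had a log2 fold change of 6.31 ± 0.18 (SE, n = 2, adjusted p 3.40e-20). *hmx2* (LL0000012192) had 1149 UMIs in the mutant-like and 11 in the WT-like groups, a level 255 times higher (95% CI 142 to 513). *znf385c* followed with 4.56 ± 0.21. The gene that did not pass was *irx1a*, with 0.92 ± 0.31 and an adjusted p of 0.0508, and it passed in 9 of 13 alternatives. Among the lowest genes under the naming rule were *skor2* and *cdh18a* (−4.27 ± 0.32, adjusted p 1.60e-10). Within subset 1, 17 of the lower and 6 of the higher genes passed in their direction. Within subset 2, 8 lower genes passed as lower and 1 as higher, and 8 higher genes passed as higher. The interaction passed for 12 of the 17 lower genes, each negative.

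**Figure D4:**
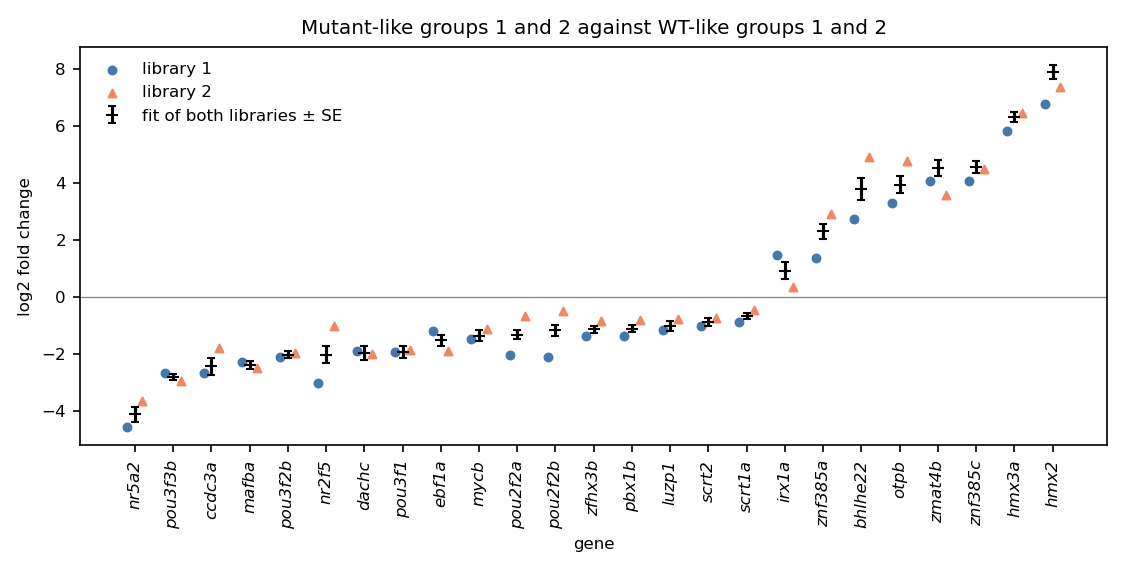
Log2 fold change of the genes that the study named as lower or higher, mutant-like groups 1 and 2 over WT-like groups 1 and 2. Bars are the fit with SE and points are single libraries, from −4.12 for *nr5a2* to 7.88 for *hmx2*, whose fitted value rests on 11 UMIs in the WT-like groups.

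Cluster 11 was compared with WT-like groups 1 and 2, since the study took its counterpart as the most affected cells. Here 574 genes passed the threshold, 329 higher and 245 lower. Of the candidates 6 passed, 3 higher and 3 lower, and 8 did when adjusted over the list alone. *nefmb* was higher by a log2 of 5.68 ± 0.22 (SE, n = 2, adjusted p 1.06e-16) and *nefma* by 3.35 ± 0.21 (adjusted p 2.93e-12). *skor2* had 12 UMIs against 6369, a level 57.0 times lower (95% CI 32.6 to 110.5). Its log2 fold change was −3.65 in library 1 and −6.75 in library 2, so the size of the fall depends on the library. *ebf3a* and *uncx* were lower by −2.63 ± 0.30 and −0.88 ± 0.19. *skor1b* had 19 UMIs against 74, a level 2.39 times higher (CI 1.36 to 4.00). The fit gave it a log2 fold change of 2.28 ± 0.57 (adjusted p 0.0121), and without library 2 the change was −0.13.

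Of the 18 genes of other fates that the study listed, 8 had enough counts to be tested and 7 were higher in cluster 11. The motoneuron genes that the study reported in its most affected group were all but absent here. In cluster 11 *isl1a*, *isl2a*, *isl2b*, *mnx1* and *mnx2b* stood at 0 CPM and *mnx2a* at 1.76 CPM. In motoneuron-like cells these genes stood at 76 CPM (*mnx2a*) to 444 CPM (*isl2a*). *en1b* (LL0000009632) had 655 UMIs in cluster 11 and 15 in the WT-like groups, a level 406 times higher (95% CI 245 to 730). For *lbx1a* the UMIs were 113 and 5 (210.3 times, CI 87.5 to 660.0) and for *gata3* 280 and 15 (174 times, CI 104 to 314). *gata2a* was 123 times higher (CI 60.3 to 293), *tal1* 88.9 times (CI 54.6 to 154) and *dmrt3a* higher by a log2 of 6.99 ± 0.28 (adjusted p 1.06e-16). The fit, with the library as a term, gave 702-fold for *en1b*, 374-fold for *lbx1a*, 236-fold for *gata3*, 129-fold for *gata2a* and 78.25-fold for *tal1*. *foxp2* was higher by a log2 of 2.69 ± 0.42 (adjusted p 7.33e-05). *mnx2b* had no UMI in cluster 11 and 87 in the WT-like groups, at least 3.12-fold lower, and did not pass the threshold.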

Values the study reported

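The study reported 2860 V0v cells after quality control and assignment of cell fate, with 933 and 924 cells in WT Groups 1 and 2 and 433, 369 and 201 cells in Mutant Groups 1, 2 and 3. For its pair of libraries it gave medians of 1,718 and 1,460 genes per cell. With a Hurdle model on single cells, it reported fold changes between Mutant Groups 1 and 2 and WT Groups 1 and 2 of 43.94 lower for *skor2*, 4.24 lower for *ebf3a*, 8.12 lower for *neff1* and 3.65 lower for *inab*. By the same model *uncx* was 3.94-fold, *nefma* 7.23-fold and *hmx3a* 66.64-fold higher. By ANOVA it reported 16.64-fold lower *skor2*, 3.15-fold lower *ebf3a*, 9.56-fold lower *neff1* and 1.43-fold lower *inab*, with *uncx* 2.25-fold and *nefma* 3.94-fold higher.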

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

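All tests of mixed cells, of low counts and of multiplets in this part were chosen only after the result was seen.

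The interaction of subset and mutant-like state passed its test for 4 candidate genes, so their change differed between the subsets. It was −6.94 for *skor2*, −3.68 for *ebf3a*, −1.32 for *inab* and −0.76 for *uncx* on the log2 scale, each with the same sign in both libraries. In subset 2 *skor2* fell by less than in subset 1 (−1.24, adjusted p 0.00156, past the threshold in 11 of 13 alternatives), while *ebf3a* and *inab* fell in subset 1 and showed no change past the threshold in subset 2, with opposite signs in the libraries. For *uncx* the rise was smaller in subset 1. Without library 1 the interaction of *skor2* was −9.77, and without library 2 it was −5.38. The size of −9.77 depends on the 1 CPM added, because mutant-like group 1 of library 2 held no *skor2* UMI. Over the 13 alternatives the adjusted p ranged up to 0.00196 for *skor2* and 0.0208 for *ebf3a*, up to 0.0952 for *inab* and up to 0.212 for *uncx*, so *skor2* and *ebf3a* passed in 13 of 13, *inab* in 12 and *uncx* in 9.

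WT-like group 2 cells mixed into mutant-like group 2 could make a fall look smaller or absent there. To leave *skor2* where it was, 42.3% of the cells would have to be WT-like, and *ebf3a* and *inab* would need more. However, 3 other genes of at least 100 CPM fell further, with *neff1* at 11.5%, *nr5a2* at 12.2% and *pou3f3b* at 21.4% of their level in WT-like group 2, which argues against mixing as the whole cause. For the smaller rise of *uncx* in mutant-like group 1, mixing would need 62.0% of WT-like group 1 cells, while *skor2*, *nr5a2* and *nlgn1* were left at 0.344%, 2.70% and 3.03% of their level there. Low counts are argued against as well, since the smallest number of UMIs of *skor2*, *ebf3a* or *inab* in a sum of WT-like group 2 was 124. Reads shared between *skor2* and its relatives were not tested, nor was the choice of classes by the expression of the same cells. In group 2 the classes of the libraries came from different clusters, and the mix of clusters in WT-like group 2 was not tested. In that group cluster 5 (15 cells of library 1, 407 of library 2) stood at 71.0 CPM of *inab* and 5.66 CPM of *skor2*. For *inab*, clusters 4, 9 and 14 stood at 312 to 582 CPM and mutant-like clusters 3 and 12 at 322 and 355 CPM. For *skor2* these values were 78.1 to 347 CPM and 49.2 and 66.5 CPM. In library 1, with few cells of cluster 5, the interaction kept its sign (−5.38 for *skor2* and −1.19 for *inab*). No group in the labels gives a genotype, so no biological explanation was tested. A response to the loss of *evx1* and *evx2* that differs between the subsets stays open, as a hypothesis.

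Cells outside the V0v comparisons were found in both libraries. Their shares are above the limit that a count of 0 allows, as those of any cluster of over 3 cells would be, so this marks that such cells are present and tests nothing more. Fibroblast-like cells made up 1.46% of the kept cells of library 1 and 12.1% of those of library 2, where 0 would allow up to 0.0840% and 0.0659%. Motoneuron-like cells made up 1.15% and 2.86% of the neuron-like cells, and a cluster led by *barhl2* made up 0.155% (5 cells, exact 95% CI 0.0505 to 0.362) and 0.832% (25 cells, CI 0.539 to 1.23), where 0 would allow up to 0.0933% and 0.0999%. Multiplets that join such a cell to a V0v neuron were a candidate explanation. With equal parts, 1000 of 2000 UMIs in such a cell would come from a V0v neuron. In cells of the 5 classes thinned to 1000 UMIs, *evx1* or *evx2* was found in 24.0% in library 1 (exact 95% CI 22.0 to 26.04) and 30.7% in library 2 (CI 28.6 to 32.7). Among fibroblast-like cells, thinned to 2000 UMIs, it was found in 4 of 50 and 7 of 536 cells, with upper bounds of 19.2% and 2.67%, which argues against multiplets as the main source of these cells. For library 2, motoneuron-like cells (2 of 85, upper bound 8.24%) and the *barhl2* cluster (0 of 23, upper bound 14.8%) argue against it as well. For these 2 kinds in library 1 multiplets cannot be told apart from other sources, with 3 of 26 motoneuron-like cells (upper bound 30.2%) and 1 of 4 cells of the *barhl2* cluster (upper bound 80.6%), which are too few. Cells that passed the sort without EGFP, and EGFP in cells other than V0v neurons, stay open, because the gene list has no entry for EGFP. The study reported that on average most collected cells were EGFP-positive, without a share per library. It also reported ectopic expression of the transgene in notochord cells. A difference in the sort between the libraries, whose titles differ, stays open too. The design names no group for these cells, so no biological explanation was tested.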

How the results depend on the processing

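The alternatives in this part were planned, except for the class shares with genes centred within each library and the neuron-like shares with 10% mitochondrial UMIs and count splitting, which were added after the values were seen. The rule by which the clusters of an alternative took their classes was also chosen after the values were seen. No tests of explanations were chosen here.

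Of the 156 results for named genes, 2151 values under alternatives were counted as the same, 73 as stronger, 92 as weaker and 9 as reversed. Values with 1 library left out could count only as the same or reversed, because their distance from the mean never exceeds the spread between libraries. They gave 156 (without library 1) and 155 (without library 2) of the values counted as the same, and these test nothing. Changes of sign in results that did not pass were not all counted as reversed. Within subset 2, *nefmb* stood at 1.45 and ran down to −0.71, and *ebf3a* stood at −0.21 and ran up to 0.22. The 10% mitochondrial limit weakened 27, the DESeq2 Wald test 20 and the fit without the library block 14. DESeq2's size factors, no filter, a fit of the compared classes alone, all highly variable genes, resolutions of 0.6 and 1.4 and no upper limits left each of the 7 counts of genes within 1.5 times of its value. The number of candidates past the threshold in the first comparison ran from 6 to 9.

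With the DESeq2 Wald test the counts fell to 600 (mutant-like groups 1 and 2 against WT-like groups 1 and 2), 434 (within subset 1), 638 (within subset 2), 372 (cluster 11), 1112 (WT-like group 1 against 2), 757 (mutant-like group 1 against 2) and 432 (interaction). The same sums and genes went into both tests, so the test itself lowered the counts. Of the 600 genes, 599 were among the 1138 of the edgeR test.

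The library was the block of every fit, because each library held every class. Without the block the counts were 624 (mutant-like groups 1 and 2 against WT-like groups 1 and 2), 443 (within subset 1), 876 (within subset 2), 1417 (WT-like group 1 against 2), 860 (mutant-like group 1 against 2) and 360 (interaction). That fit differed in the library term alone. All 624 genes of the first comparison were among the 1138.

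With genes centred within each library the counts rose to 1871 for the first comparison, 1209 within subset 1, 1240 for cluster 11 and 1507 for the interaction, and 1091 of the 1871 genes were among the 1138. Centring kept 61.7% of the cells of cluster 11 in that class. With 10% mitochondrial UMIs the counts were 745 for the first comparison, 447 and 628 within subsets 1 and 2, 1053 between the WT-like groups and 121 for the interaction, and 64.9% of the cells of WT-like group 2 kept their class. With 1000 highly variable genes the interaction passed for 651 genes. These agreements hold under the rule by which a cluster takes the main class of most of its cells. With the marker rule applied afresh, 28.8% of WT-like group 2 kept its class with 10% mitochondrial UMIs and 41.8% of WT-like group 1 with all highly variable genes. No cell of mutant-like group 2 did without upper limits, and no cell of cluster 11 with centred genes, 10% mitochondrial UMIs, 1000 or all highly variable genes. Whether the change of cells or of genes lowered these counts was not separated, and the cause was not tested.

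Count splitting gave 675 genes for the first comparison and 374 for cluster 11. It halved the counts behind each sum and left 7196 genes to test, and 549 of the 675 genes were among the 1138.

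The values counted as reversed were few. *nefmb* in the first comparison was −0.16 under count splitting. *skor1b* in cluster 11 was −4.93 with centred genes, and its value ran from −0.13 without replicate 2 to 1.99 without replicate 1. Between WT-like groups 1 and 2, *uncx4.1* was −0.00735 with 10% mitochondrial UMIs, *pou2f2a* was 0.36 with centred genes, and with 1000 highly variable genes *mafba* was 0.13 and *bhlhe22* was −1.38. Of these, *pou2f2a* and *bhlhe22* did not pass in the main setting, where *bhlhe22* was −0.32 and −0.66 within libraries 1 and 2. The interaction of *mycb*, which did not pass in the main setting, was 1.55 at resolution 0.6 and 1.60 without upper limits. For each of these the cause was not tested.

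The direction of calls moved with some settings. Between WT-like groups 1 and 2, 61.3% of the genes past the threshold were higher in group 1 with 10% mitochondrial UMIs, against 48.2%. With no filter, 38.4% of the first comparison's genes were higher, against 46.5%, and the median log2 fold change of all 22483 genes tested was −0.12. Without the library block 52.7% of that comparison's genes were higher. For the interaction, 43.0% were positive with 10% mitochondrial UMIs and 46.9% with 1000 highly variable genes, against 56.3%.

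Of the shares of cells in a class or neuron-like, 10 of 47 values under alternatives moved by more than the spread between libraries. Among them was the mean neuron-like share, 95.7% without upper limits against 78.0%. The 47 include values with 1 library left out, which by this rule could not move. Of the shares of cells with a UMI, 117 of 170 did. Depth limits *skor1a* and *skor1b*, with 5 UMIs and 1 UMI in mutant-like groups 1 and 2. With 1 library left out no gene could be tested, so counts of genes have no value there.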

Other observations

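The tests of other neuron types in the sort, of free RNA (for cluster 11, for *slc32a1* and for cholinergic genes), of inhibitory cells as a part of the cells with *slc32a1* and of the share of mutant-like cells were chosen only after the result was seen.

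By the median of their list, heat-shock genes were higher in library 1 in each class and type examined. Over the 10 genes of the heat-shock list, the median fold of library 1 over library 2 was 48.4 in WT-like group 1, 34.5 in WT-like group 2, 35.1 in mutant-like group 1, 65.6 in mutant-like group 2 and 27.6 in cluster 11. It was 12.2 in fibroblast-like cells and 11.8 in progenitor-like cells. An uneven mix of classes is argued against by the lowest fold within the 5 classes, 27.6. In library 1, 93.1% of neuron-like cells held a *hsp70l* UMI, so these UMIs were not confined to a few cells. This share does not decide on a small number of dying cells, because no type of cell gave a background. Fibroblast-like and progenitor-like cells of library 1 stood at 5851 and 5861 CPM, and free RNA was not tested for this pattern. Stress of the whole cell suspension during handling predicted a high fold in every type with at least 50 cells in both libraries, and the lowest was 7.59, in unnamed cells that were not neuron-like. This is consistent with such stress, while stress of the embryos before dissociation would give the same values and stays open. Library 2 held more RNA of blood and skin genes, with *hbae1.1* at 221 CPM against 8.76 CPM in its neuron-like cells. The labels give no batch, and the titles of the libraries, OtherGFP and AllGFP, may name different sorting gates but are not explained. A difference in the sort would coincide with the library and stays open for the kinds of cells in each. No group separates the libraries, so no biological explanation was tested.

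Cluster 11 held markers of several other neuron types. After thinning, *en1b* was found in 38.9% and 39.7% of its cells (library 1 and library 2), *gata3* in 13.9% and 15.3% and *dmrt3a* in 8.33% and 17.7%. If single cells carried several programmes, these genes would meet at least as often as chance gives. Of 281 cells, 111 held *en1b* and 58 held *gata3*, *tal1* or *gata2a*, and 0 held both, where independence expects 22.9 (Fisher's exact test, two-sided p 2.17e-15). The ratio of observed to expected cells that 0 allows is at most 0.131, which argues against several programmes per cell. *en1b* and *dmrt3a* also met in 0 cells (17.03 expected, exact p 4.79e-11), and *dmrt3a* and *lbx1a* met in 17 cells (5.47 expected, exact p 1.36e-07). Free RNA is argued against by fibroblast-like cells of library 2, where the shares of *gata3*, *en1b* and *dmrt3a* had upper bounds of at most 1.63%.

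Neurons of other types caught in the sort may make up part of cluster 11. An *evx1* or *evx2* UMI was found in 8.33% of its cells in library 1 (exact 95% CI 3.12 to 17.3) and 3.35% in library 2 (CI 1.36 to 6.78), near the 11.5% (CI 2.45 to 30.2) and 2.35% (CI 0.286 to 8.24) of motoneuron-like cells. All of these calls in cluster 11 were of *evx1*, while motoneuron-like cells held *evx2* in 7.69% and 2.35% of cells. In library 2 *evx1* alone was found in 3.35% of cluster 11, 1.18% of motoneuron-like cells (CI 0.0298 to 6.38) and 0.373% of fibroblast-like cells (CI 0.0452 to 1.34). In library 1 these shares were 8.33%, 3.85% and 4.00%. Double mutant V0v cells with very low *evx1* and *evx2* RNA would give the same shares, so this test does not separate them from sorted cells of other types. Among cells with *en1b*, 17.9% in library 1 (5 of 28, CI 6.06 to 36.9) and 6.02% in library 2 (5 of 83, CI 1.98 to 13.5) held *evx1*. Among cells with *gata3*, *tal1* or *gata2a*, 0 of 15 and 0 of 43 did (upper bounds 21.8% and 8.22%). With *dmrt3a*, 0 of 6 and 1 of 37 did. These intervals overlap, so a difference between the parts of cluster 11 is not shown.

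*slc32a1* was found in WT-like cells, in 45.5% and 43.9% of WT-like group 1 and 34.0% and 26.9% of WT-like group 2. Free RNA from inhibitory neurons is argued against by motoneuron-like and fibroblast-like cells, where the highest share was 7.69%. Inhibitory cells or doublets in the WT-like clusters would carry *slc6a5* or *slc6a1b* as well. At least 84.4% of WT-like cells with *slc32a1* carried neither, against 18.7% to 50.5% of such cells in mutant-like groups 1 and 2. When the mutant-like cells were thinned to 1000 UMIs, as in a doublet, the range was 32.5% to 64.5%. This argues against inhibitory cells like those of the mutant-like groups, or doublets with them, as the source of most WT-like cells with *slc32a1*. Both genes were naming markers, so the naming rule set part of this contrast. Inhibitory cells with little of either gene are not covered. A part of the WT-like cells with *slc32a1* may still be inhibitory cells or doublets. In WT-like group 1 *slc6a5* or *slc6a1b* was found in 3.78% and 2.52% of cells with *slc32a1* and 1.15% and 0% of those without, and in WT-like group 2 in 15.6% and 14.3% against 7.40% and 8.03%, a common odds ratio (Mantel-Haenszel) of 2.24 (95% CI 1.60 to 3.14). Cells with *slc32a1* held *slc17a6a* in 29.4% to 40.3% of cases, and cells without it in 29.3% to 50.7%. Low-level transcription of *slc32a1* in excitatory V0v cells is a candidate explanation that stays open, and no biological explanation was tested.

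A difference in age could underlie part of the difference between WT-like groups 1 and 2. The median log2 ratio of group 1 over group 2 was 0.21 in library 1 and −0.05 in library 2 for the early-neuron list (8 of 12 genes used), and 0.09 and 0.17 for the late-neuron list (12 genes). Age cannot be told apart from other causes here, because members of both lists went both ways and 7 of the 8 early genes were clustering features. Between mutant-like groups 1 and 2 the medians were 0.74 and 0.66 for the early list and 0.47 and 0.48 for the late list. Depth per cell is argued against, since median UMIs differed between the WT-like groups by at most 1.16 times.

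Cholinergic genes were found in WT-like group 1. *slc18a3a* or *chata* was found in 7.20% and 13.7% of its cells, against 1.70% and 1.49% of WT-like group 2 and 13 of 26 and 55 of 85 (64.7%) motoneuron-like cells. Free RNA from motoneurons is argued against by fibroblast-like cells of library 2, of which 0 of 536 held either gene, which allows up to 0.560%. No biological explanation was tested.

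The share of mutant-like cells was set against the fraction expected if every cell homozygous for a mutation of either gene were mutant-like, which is 7 of 16 or 43.8% when the genes segregate independently. Mutant-like groups 1 and 2 and cluster 11 made up 36.8% of the 5 classes in library 1 (664 of 1805 cells, exact 95% CI 34.6 to 39.1) and 39.4% in library 2 (794 of 2015, CI 37.3 to 41.6), so the highest upper bound was 41.6%. A loss of cells cannot be told apart from naming, because unnamed clusters held 42.7% and 30.0% of the neuron-like cells. Outside clusters 17 and 19, 47.7% and 57.3% of these unnamed cells held an *evx1* or *evx2* UMI, and they are not part of the 5 classes. WT-like group 1 made up 57.7% of the WT-like cells of library 1 and 22.7% of those of library 2, and with genes centred within each library 51.5% and 40.5%.

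Group sizes and fold changes here rest on classes rebuilt from markers. WT-like group 2 held 1427 cells, mutant-like group 2 held 797 and cluster 11 held 303. Each is higher, by over 1.5 times, than the value quoted from the study above. WT-like group 1 held 935 cells and mutant-like group 1 held 358. The first is close to the value quoted above and the second is lower, by under 1.5 times. In the first comparison *skor2* was 26.2-fold lower, *uncx* 2.27-fold higher and *inab* 1.58-fold lower. Each is smaller, by over 1.5 times, than the Hurdle model value quoted above. The *skor2* value is larger than the ANOVA value by over 1.5 times, while *uncx* and *inab* are close to theirs. The gap of *skor2* to the ANOVA value depends on the library, since its log2 fold change of −4.03 in library 1 is close to that value. In library 2 mutant-like group 1 held no *skor2* UMI. The size of −6.00 there depends on the 1 CPM added, so it cannot be set against the Hurdle model value. *neff1* was 10.9-fold lower and *hmx3a* 79.1-fold higher, *ebf3a* was 4.15-fold lower and *nefma* 5.18-fold higher. The first pair is larger and the second pair smaller than the Hurdle model values, by under 1.5 times. For *ebf3a* this depends on the library, since its log2 fold change was −1.43 in library 1 and −2.65 in library 2.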
